A study of Arabidopsis thaliana with 15 samples. Its data were reported in "PAMP-triggered genetic reprogramming involves widespread alternative transcription initiation and an immediate transcription factor wave" (2022).

How the data were processed

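The data come from cap analysis of gene expression (CAGE), which captures the capped 5′ ends of RNA and counts them by position, so that each tag marks a start of transcription. Per the labels, whole Arabidopsis thaliana seedlings of ecotype Col-0 grew for 12 days and then spent 48 h in liquid medium. At an age of 14 days they received 3.3 µM flg22, a peptide of bacterial flagellin that sets off immune responses. Each library was made from 5 µg of total RNA of a pool of 10 seedlings. The 15 libraries used here form 5 groups of 3: wild type (wt) and hen2-4 at 10 and at 30 min, and rrp4-2 at 30 min. The hen2-4 line carries a T-DNA insertion in HEN2, which encodes an RNA helicase that feeds transcripts to the nuclear exosome. The rrp4-2 line carries a weak allele of RRP4, which encodes a core subunit of the exosome. Each table holds 9 further columns that matched no labelled sample; these were not used here.

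The authors trimmed linker sequence, filtered reads on quality, mapped them to the TAIR10 genome with Bowtie and summed the 5′ ends of uniquely mapped reads. They moved 5′ ends to correct for the guanine that reverse transcription adds at the cap, and joined neighbouring ends on the same strand into tag clusters (TCs) with CAGEfightR. Clusters with low values were removed by the authors, and clusters of the same gene were summed to a gene value. The deposited count tables hold raw counts of tags, which the authors did not normalise, for 26677 TCs and for 18934 genes. The deposited TPM tables hold tags per 1e6 tags: in the TC table the authors divided by a total slightly above the sum of the column, and in the gene table by the sum of the column. Only reads that map once are counted, so transcripts from repeated sequence are under-represented. The cluster filter removes starts of low use before any test.

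The tables name genes and give TC positions but do not link them. The link was recovered from the counts: for each gene, the run of neighbouring clusters on its strand whose counts add up exactly to the gene count in every library. All 18934 genes had exactly 1 such run. It placed 23819 TCs in genes and left 2858 in none. Positions were read against the TAIR10.1 annotation, whose 5 nuclear chromosomes have the lengths of TAIR10. The distance of a TC was taken from its midpoint, since the tables give no peak position, to the most upstream annotated 5′ end of the gene. A TC in a gene was primary when within 100 bp of that end and alternative when farther. A TC on the opposite strand was upstream antisense when within 400 bp upstream of a gene's 5′ end and antisense when inside a gene. Only protein-coding genes were used for these antisense classes. Nuclear TCs that entered no gene value and no antisense class were intergenic, so this class can hold TCs inside a gene on its own strand. The 405 TCs on organelle genomes and 51 TCs of genes without an annotated position were not classed. Where stated, TCs in genes were limited to those with at least 10% of the gene's tags in at least 3 libraries (the 10% rule), which kept 20868 TCs.

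Differential expression was tested with the edgeR 4.0.16 quasi-likelihood test in R 4.3.3, with TMM factors, the filterByExpr filter and 1 coefficient per group over all 15 libraries. The filter removed 55 genes and 173 TCs and left 18879 genes and 26504 TCs. A gene or TC was called when its Benjamini-Hochberg adjusted p was at most 0.05 and its log2 fold change at least 1 in size. Levels are given as CPM (counts per 1e6 tags) on TMM-adjusted library sizes, as mean ± SD of n = 3 libraries unless stated. Fold changes are the fitted log2 values with their standard error (SE). The use of TCs within genes was tested with voom and diffSplice of limma 3.58.1 under the 10% rule. A change of use was called at an adjusted p of at most 0.05 and a log2 difference of at least 1 from the gene's other TCs. A switch was a gene with at least 1 TC called higher and 1 called lower. The score of a gene list was the mean log2(CPM + 1) of its members, compared with exact two-sided permutation tests over the 400 arrangements of time labels within wt and hen2-4. Position classes were compared with Fisher's exact test, two-sided. Correlations across genes or TCs are descriptive, since genes are not independent replicates. For the correlation of the mutants, which share the wt libraries, 20 simulated sets of unchanged mutants were drawn against the same libraries.

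The groups, main tests, alternatives and the rule for naming genes were fixed before the data were examined. An alternative definition of alternative TCs and the comparison of mutants without a shared library were added later. So were the difference between genotypes for both lists, the splits of libraries, and the other tests said below to be chosen after the results were seen. The rule named the targeted genes HEN2 and RRP4, the flg22 markers FRK1, MPK3, WRKY22 and WRKY29, a list of 16 transcription factor genes said to be induced transiently, a list of 6 said to rise further, and 9 genes with alternative starts (CDF1, HSFA7A, AFP1, SUVR5, PUS5, HSP70b, BAG6, MEKK1 and GATA8). From the data it named, for each count of calls, the 3 largest rises and the 3 largest falls among calls whose libraries of 1 group all lay above those of the other and whose mean was at least 5 CPM. For differential use it named the 3 genes with the smallest p under the same CPM limit. Genes named outside the rule are said to be so where they appear.

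The total over TCs was 14.1 to 25.1 M tags (M, 1e6) per library, with a median of 20.1 M. 1 tag equals 0.0708 CPM in the smallest library and 0.0398 CPM in the largest, and a count of 0 allows 3 tags, which is 0.213 and 0.119 CPM. The tags carry no molecular identifiers, so such limits cover counting error only. The common biological coefficient of variation was 0.226 for genes and 0.247 for TCs.

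The methods were tested on simulated data with the depths, levels and spread of these libraries and 200 changed genes or TCs. All simulated changes of genes and TCs were larger than the log2 limit of 1 for a call. The shares recovered therefore do not apply to changes near that limit. For the wt time contrast edgeR recovered 90.5% of the changed genes with 9 false calls, limma voom 89% with 6 and DESeq2 1.42.0 93.5% with 21. For the difference of the time contrasts, edgeR recovered 68.5% of the changed genes with 13 false calls and 52.5% of the changed TCs with 9. For rrp4-2 against wt it recovered 73% of the changed TCs with 8 false calls. diffSplice recovered 76% of the genes with changed use, with 9 false calls. The list permutation test gave a p of at most 0.05 in 6.33% of 300 draws without change and in 100% of 100 draws with a change of 5 SD.

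Each result was computed again with other settings. These were DESeq2 size factors, library sizes alone, other count filters, the DESeq2 test, limma voom, a fit of only the compared groups, the replicate number as a block, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), no limit on the fold change, the glmTreat test against a fold change of 1.5 and the fit without each library of the compared groups in turn. List scores were also tested with limma fry, as medians and with a pseudocount of 0.1. Use of TCs was also tested with diffSpliceDGE of edgeR, without the 10% rule and with a 20% rule. Windows of 50 and 200 bp, a 1000 bp window for upstream antisense TCs and a background matched on mean CPM were tried for position classes. The share of the largest TC was also computed on genes thinned to 20 tags.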

Results

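CAGE tags were counted in 15 libraries from flg22-treated seedlings, 3 in each of 5 groups. The libraries of wt held 19.6 ± 5.17 M tags at 10 min and 20.7 ± 1.47 M at 30 min (SD, n = 3 in each group). Those of hen2-4 held 17.5 ± 2.27 M at 10 min and 21.2 ± 5.00 M at 30 min, and those of rrp4-2 held 21.2 ± 1.72 M at 30 min. Of the tags, 98% to 99% fell in TCs that belong to genes. Tags on the chloroplast genome made up 0.638% to 1.40% and on the mitochondrial genome 0.321% to 0.568%. Between replicates of a group, the gene counts correlated across genes with r of 0.959 to 0.990 on the log2 CPM scale. Their differences exceeded counting noise, with a chi-square per degree of freedom of 16.2 to 107. The lowest r were those of wt replicate 3 at 30 min with the other replicates of its group (0.959 and 0.962). In 91.1% of genes, a single TC passed the 10% rule, and 1683 genes had more than 1 such TC.

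The targeted genes were read first, as a check on the genotypes. HEN2 (AT2G06990, chromosome 2, 2894904 to 2902020, TAIR10.1) stood at 42.4 ± 6.78 CPM in wt and 9.79 ± 0.710 CPM in hen2-4 at 10 min (n = 3 each). At 30 min it stood at 44.4 ± 11.5 CPM in wt, 6.35 ± 2.02 CPM in hen2-4 and 41.6 ± 5.60 CPM in rrp4-2. The edgeR log2 fold change of hen2-4 against wt was −2.11 at 10 min (SE 0.237, adjusted p 0.000284) and −2.82 at 30 min (SE 0.245, adjusted p 2.8e-05), and all 6 hen2-4 libraries lay below all 6 wt libraries. RRP4 (AT1G03360, chromosome 1, 824517 to 826399) stood at 18.2 ± 4.06 CPM in wt and 21.2 ± 1.96 CPM in rrp4-2 at 30 min (log2 0.22, adjusted p 0.525). Since rrp4-2 is a point mutation, the level of RRP4 checks nothing.

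The markers addressed whether known flg22 response genes rose from 10 to 30 min. No untreated library was used, and the study gave the peptide with DMSO. A rise over time therefore cannot be assigned to flg22 from these libraries alone. MPK3 (AT3G45640, chromosome 3) rose in wt from 109 ± 24.8 CPM at 10 min to 524 ± 44.7 CPM at 30 min (log2 2.26, SE 0.195, edgeR adjusted p 7.7e-07). In hen2-4 it rose from 136 ± 22.4 to 467 ± 75.4 CPM (log2 1.79, adjusted p 9.5e-06). WRKY22 (AT4G01250, chromosome 4) rose by log2 2.58 in wt and 2.55 in hen2-4, and WRKY29 (AT4G23550, chromosome 4) by 2.13 and 2.04, all past the threshold. FRK1 (AT2G19190, chromosome 2) was near the detection limit at 10 min (0.483 ± 0.566 CPM in wt) and reached 4.96 ± 6.79 CPM in wt and 2.50 ± 0.915 CPM in hen2-4. Its change was called in wt (log2 3.32, adjusted p 0.0297) but rested on wt replicate 3 at 30 min, without which it was 1.07 (adjusted p 0.425), and it was not called in hen2-4 (log2 2.28, adjusted p 0.120). The wt call of FRK1 was also lost without replicate 1 (adjusted p 0.107) or replicate 3 (adjusted p 0.105) of wt at 10 min. It was lost with limma voom (adjusted p 0.108), in a fit of only these groups (0.106), with the replicate number as a block (0.0795) and with limma-trend on both TPM scales (0.0852 and 0.0607). In hen2-4, over all genes, FRK1 was called only in the fit of the compared groups (log2 2.26, adjusted p 0.0158). Of the 4 markers, 4 were called in wt and 3 in hen2-4 over all genes tested, and 4 in each genotype adjusted over the list alone. The difference between the genotypes was not called for any of the 4 (smallest adjusted p 0.902, edgeR). At 30 min, none of the 4 was called between rrp4-2 and wt (smallest adjusted p 0.244).

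**Figure D1:**
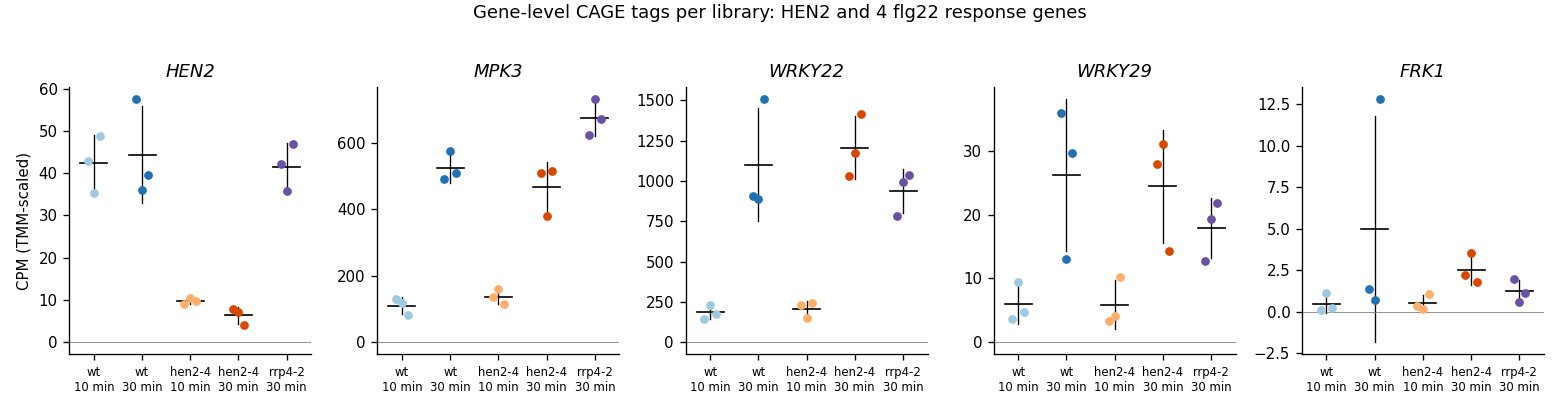
CPM per library (y axis) of HEN2 and of the markers MPK3, WRKY22, WRKY29 and FRK1 in the 5 groups (x axis); points are libraries, horizontal lines the means and vertical lines the SD of n = 3. HEN2 is lower in all 6 hen2-4 libraries, and MPK3 rises from 109 to 524 CPM in wt.

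The comparison of 30 with 10 min asked which genes changed within the first phase of the response. In wt, edgeR called 2112 of 18879 genes, 1426 higher and 686 lower at 30 min. In hen2-4 it called 2135 genes, 1133 higher and 1002 lower. The number of calls depended most on the fold change limit, without which 3766 genes were called in wt and 4121 in hen2-4. The direction depended on the scaling. With library sizes alone, the median log2 change of all genes was −0.25 in wt and −0.24 in hen2-4. The calls then became 1066 higher and 1446 lower in wt, and 833 higher and 1807 lower in hen2-4. The hen2-4 majority also turned in a fit of only these groups (1151 higher, 1183 lower) and without wt replicate 3 at 30 min (1164 higher, 1172 lower). The split between rises and falls is therefore relative to the TMM scaling. At TC level, 3342 of 26504 TCs were called in wt, 2186 higher and 1156 lower, against 1726 and 2267 with library sizes alone, where the median log2 change was −0.28. limma-trend on log2(TPM + 0.1) gave 1643 higher and 2452 lower TCs, and on log2(TPM + 1) 1168 higher and 1036 lower.

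The largest rises in wt were of small heat shock genes. HSP17.6II (AT5G12020, chromosome 5, 3882231 to 3883111) rose from 2.09 ± 0.694 to 634 ± 424 CPM (log2 8.25, SE 0.902, adjusted p 8.1e-06, n = 3 each, edgeR). HSP17.6A (AT5G12030, chromosome 5) rose by log2 7.97 and HSP17.4 (AT3G46230, chromosome 3) by 7.70. The largest falls were of AT4G38840 (chromosome 4, 18124978 to 18125559), from 58.7 ± 8.30 to 3.24 ± 1.60 CPM (log2 −4.17, SE 0.562, adjusted p 6.5e-05), AT4G38860 (log2 −3.64) and AT5G44680 (log2 −3.34). In hen2-4 the largest rises were of AT1G07400 (log2 6.47), AT3G12910 (6.37) and HSP17.6II (6.35), and the largest falls of AT4G38840 (−4.49), AT4G38860 (−4.09) and AT5G22875 (−3.91). The fall of AT5G22875 was no longer called without hen2-4 replicate 1 at 10 min (log2 −2.32, adjusted p 0.0537) or with limma voom (adjusted p 0.0515). The directions of these genes were unchanged under each scaling tried. Among TCs in wt, that of HSP17.6II (chromosome 5, 3882839 to 3882961, minus strand) rose from 2.02 ± 0.729 to 634 ± 425 CPM (log2 8.30, SE 0.894, adjusted p 6.1e-06). A TC at the 5′ end of HSP17.4 (chromosome 3, 16984865 to 16984891, minus strand) rose from 0.0868 ± 0.0448 to 28.7 ± 10.4 CPM. Its level at 10 min lay below the floor of 3 tags, so no fold is given and it is not ranked. The largest fall was of an intergenic TC (chromosome 1, 4663467 to 4663496, minus strand, 228 bp from AT1G13609), from 27.2 ± 22.9 to 0.700 ± 0.295 CPM (log2 −5.26, SE 1.02, adjusted p 0.00166).

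Whether the time response differed in hen2-4 was tested directly. Across genes, the log2 changes of wt and hen2-4 correlated with r of 0.837 (jackknife SE 0.0734 over replicate numbers) and a Spearman rho of 0.755; these contrasts share no library. Without replicate 3 of every group r was 0.694, and 12 genes were called in opposite directions. Of the wt calls, 64.8% (1369 genes) were also called in the same direction in hen2-4, 98.8% had the same sign, and 0 were called in the opposite direction by edgeR with TMM and all replicates (1 with library sizes alone). The difference of the changes was called for 0 genes by edgeR and 0 by limma voom, and for 12 (2 higher, 10 lower) by DESeq2. At an unadjusted p below 0.05 edgeR gave 1079 genes, where a share of 5% is the chance level, 1886 without wt replicate 3 at 30 min and 683 without hen2-4 replicate 2 at 10 min. Of the TCs, 1 was called by edgeR (1505 at an unadjusted p below 0.05, 2475 without wt replicate 3 at 30 min), 0 by limma voom and 20 by DESeq2. It lies on chromosome 4 (9506078 to 9506268, plus strand), on the opposite strand 201 bp upstream of the 5′ end of SNC1 (AT4G16890). Its mean of 4.96 CPM is below the limit of the naming rule, and it is named here after its values were seen. Without wt replicate 3 at 30 min 6 TCs were called, without hen2-4 replicate 3 at 10 min 3, and without hen2-4 replicate 1 at 10 min 2. Without 1 replicate number in every group the count was 0 (number 1), 0 (number 2) and 9 (number 3), so the call was lost without number 1 or 2 (smallest adjusted p 0.656 and 0.322). For genes, 1 was called without wt replicate 3 at 30 min and 1 without hen2-4 replicate 1 at 10 min, and 3 without replicate 3 of every group.

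**Figure D2:**
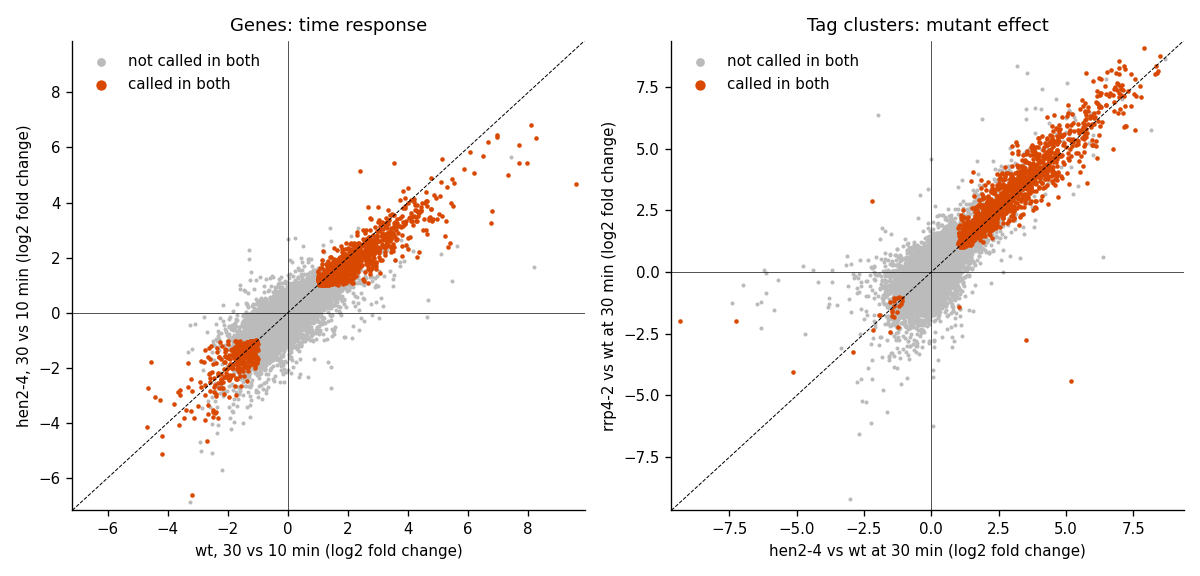
Left: log2 fold change of each gene at 30 against 10 min in wt (x axis) and in hen2-4 (y axis); right: log2 fold change of each TC in hen2-4 (x axis) and rrp4-2 (y axis) against wt at 30 min. Orange points were called in both comparisons, grey points are the others and the dashed line marks equal changes; r is 0.837 on the left and 0.853 on the right.

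A list of 16 transcription factor genes was said to be induced early and transiently, and a list of 6 to keep rising. Both lists hold only genes that the text of the study names, the sustained ones as examples from a larger cluster, so the tests say nothing on the full clusters. The study chose both lists on libraries that include the wt libraries here, so the values of wt are not independent evidence, and hen2-4 is the separate check. The score of the transient list fell by 1.00 on the log2 scale from 10 to 30 min over both genotypes (exact permutation p 0.005, the smallest that 400 arrangements allow). It fell by 1.18 in wt alone and by 0.82 in hen2-4 alone (exact p 0.1 each, the smallest possible with 3 against 3). Of the 16, 8 were called lower in wt and 6 in hen2-4 over all genes, and 9 and 6 adjusted over the list alone. CBF2 (AT4G25470, chromosome 4) had the largest fall, from 7.77 ± 2.22 to 0.400 ± 0.430 CPM in wt (log2 −4.27, SE 0.554, adjusted p 4.5e-05). The score of the sustained list rose by 0.55 over both genotypes (exact permutation p 0.005), by 0.73 in wt alone and by 0.37 in hen2-4 alone (exact p 0.1 each). Of the 6, 2 were called higher in wt, HSFB2A (log2 1.21) and ANAC062 (log2 1.02), and 0 in hen2-4 by edgeR, where 6 were higher without a call. Adjusted over the list alone, 3 were called in wt and 0 in hen2-4. For both lists, the limma fry test on the same contrasts gave the same directions (p 1.2e-07 for the transient and 2.1e-05 for the sustained list).

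Whether transient transcripts stay higher in an exosome mutant was tested in rrp4-2 at 30 min. The score of the transient list was 2.17 ± 0.0361 in rrp4-2 and 1.83 ± 0.311 in wt (n = 3 each), a difference of 0.34 with an exact permutation p of 0.2, where 0.1 is the smallest possible. The difference did not exceed the spread between the wt libraries, of which replicate 3 stood at 2.18 and the others at 1.72 and 1.59. Without wt replicate 3 it was 0.52 (exact p 0.1) and without wt replicate 2 it was 0.22 (exact p 0.2). With DESeq2 size factors and with the median as score the exact p was 0.4, and with library sizes alone 0.1. The limma fry test gave a mean log2 difference of 0.60 (p 0.00427). Of the 16 genes, 1 was called higher over all genes, CRF5 (AT2G46310, log2 1.04, adjusted p 0.0284), and 2 adjusted over the list alone.

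The mutants were compared with wt at TC level to ask which transcripts accumulate when the exosome is impaired. edgeR called 1426 TCs between hen2-4 and wt at 10 min (1355 higher, 71 lower), 1343 at 30 min (1260 higher, 83 lower) and 2074 between rrp4-2 and wt at 30 min (1746 higher, 328 lower). The numbers lower at 30 min depended on single libraries: the 83 became 170 without wt replicate 3 at 30 min and 50 without hen2-4 replicate 1 at 30 min, and the 328 became 181 without rrp4-2 replicate 2 and 208 without replicate 3. With library sizes alone rrp4-2 against wt gave 2009 higher and 193 lower, with a median log2 difference of 0.12 over all TCs. The counts at 30 min depended most on the unit and on the libraries in the fit. limma-trend on log2(TPM + 1) gave 665 TCs for hen2-4 and 1147 for rrp4-2, and a fit of only the compared groups gave 893 and 1297. Without replicate number 1, 2 or 3 of every group the counts were 742, 822 and 1050 for hen2-4. For rrp4-2 they were 1282, 1253 and 1769. An intergenic TC (chromosome 5, 25191050 to 25191121, plus strand, 317 bp from AT5G62720) stood at 13.7 ± 0.999 CPM in hen2-4 at 10 min, 7.64 ± 5.39 at 30 min and 6.41 ± 3.37 in rrp4-2. In wt it stood at 0.0285 ± 0.0249 and 0.0185 ± 0.0320 CPM, below the floor of 3 tags, so no fold is given. An upstream antisense TC (chromosome 3, 10470044 to 10470301, minus strand, 220 bp upstream of AT3G28140) rose from 0.237 ± 0.0890 CPM in wt to 31.8 ± 7.35 in hen2-4 and 40.9 ± 2.03 in rrp4-2 at 30 min. Its log2 fold changes were 7.04 (SE 0.294, adjusted p 2.2e-09) and 7.40 (SE 0.295, adjusted p 1.1e-09). The largest fall in hen2-4 at 30 min was of the TC of HEN2 (log2 −2.84), followed by those of QQS (AT3G30720, −2.22) and AT1G56060 (−1.61). In rrp4-2 the largest falls were of the TCs of AT4G12490 (log2 −4.29, adjusted p 0.0336), AT3G55920 (−3.98, adjusted p 5.6e-07) and ERD9 (AT1G10370, −3.38, adjusted p 0.0170). Those of AT4G12490 and ERD9 rested on wt replicate 3 at 30 min, without which they were −1.69 (adjusted p 0.328) and −1.33 (adjusted p 0.198). Both were also no longer called without any 1 of the rrp4-2 libraries, with limma voom (adjusted p 0.117 and 0.121), in a fit of only the compared groups (0.0520 and 0.0693) or by limma-trend on log2(TPM + 1) (0.108 and 0.0857) and log2(TPM + 0.1) (0.0947 and 0.0509). With a replicate block the AT4G12490 TC was not called (adjusted p 0.0608), and DESeq2 gave no adjusted p for that of ERD9.

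The effects of the mutants at 30 min correlated across TCs with r of 0.853 (jackknife SE 0.0123). They share the wt libraries, and simulated unchanged mutants gave a mean r of 0.508 (0.483 to 0.523 in 20 simulations). The wt libraries were simulated too, so this baseline leaves out the deviation of the real wt libraries. The same sign was seen in 71.3% of TCs, against 66.7% in the simulations. Of the 1260 TCs higher in hen2-4, 1151 (91.4%) were also called higher in rrp4-2, against a mean of 0.05 TCs called higher in both in the simulations. Between hen2-4 at 10 min and rrp4-2 at 30 min, which share no library with each other's contrast, r was 0.693, and 1037 TCs (76.5% of those higher in hen2-4) were higher in both. Directly between rrp4-2 and hen2-4, 68 TCs were called, 41 higher and 27 lower in rrp4-2. This count depended on the test (263 by DESeq2, 105 by limma voom, 313 in a fit of only these groups) and fell to 16 without hen2-4 replicate 2. The majority turned to lower in rrp4-2 with DESeq2 (117 higher, 146 lower) and with only these groups (104 higher, 209 lower). Without wt replicate 3 at 30 min, which is not in this comparison but enters the shared estimate of spread, the count rose to 240 (93 higher, 147 lower). The majority also turned without hen2-4 replicate 1 (15 higher, 20 lower) and replicate 2 (7 higher, 9 lower). The count was 35 without replicate 1 and 27 without replicate 3 of hen2-4, and 31 and 30 without replicates 1 and 2 of rrp4-2. The TC of QQS (chromosome 3, 12349010 to 12349145) stood at 27.0 ± 5.23 CPM in rrp4-2 and 0.780 ± 0.0758 in hen2-4 (log2 5.11, SE 0.300, adjusted p 2.0e-07). That of AT5G35935 (chromosome 5, 14089888 to 14090038, minus strand) stood at 0.331 ± 0.295 CPM in rrp4-2 and 25.4 ± 1.88 in hen2-4 (log2 −6.27, SE 0.341, adjusted p 1.2e-07). A TC on chromosome 1 (28515870 to 28515920, minus strand, within AT1G75945) was higher in hen2-4 (44.5 ± 3.85 CPM) than in rrp4-2 (0.822 ± 0.623 CPM; log2 −5.75). The called rise of the ATIM TC (AT5G52910, log2 2.50) was lost without hen2-4 replicate 2 (adjusted p 0.0858) or replicate 3 (adjusted p 0.0596).

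Where the accumulating TCs lie was compared with all other tested nuclear TCs. Of the 1744 classed TCs higher in rrp4-2, 806 (46.2%) were antisense, against 3.22% of the others (odds ratio 25.8). Upstream antisense TCs made up 7.34% against 0.465% (odds ratio 17, Fisher adjusted p 4.7e-85) and intergenic TCs 13.7% against 2.38% (odds ratio 6.49, adjusted p 8.8e-90). Primary TCs made up 13.8% against 41.1% and alternative TCs 19.0% against 52.8%. Of the 1258 classed TCs higher in hen2-4 at 30 min, 52.5% were antisense, 8.27% upstream antisense, 14.9% intergenic, 10.6% primary and 13.8% alternative, against 3.75%, 0.553%, 2.53%, 40.8% and 52.4% of the others. Against tested TCs of matched mean CPM, which moved the antisense contrast most, the antisense share of the background for rrp4-2 was 6.71% (odds ratio 11.9). TCs are not independent replicates, so these p describe the tables only.

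**Figure D3:**
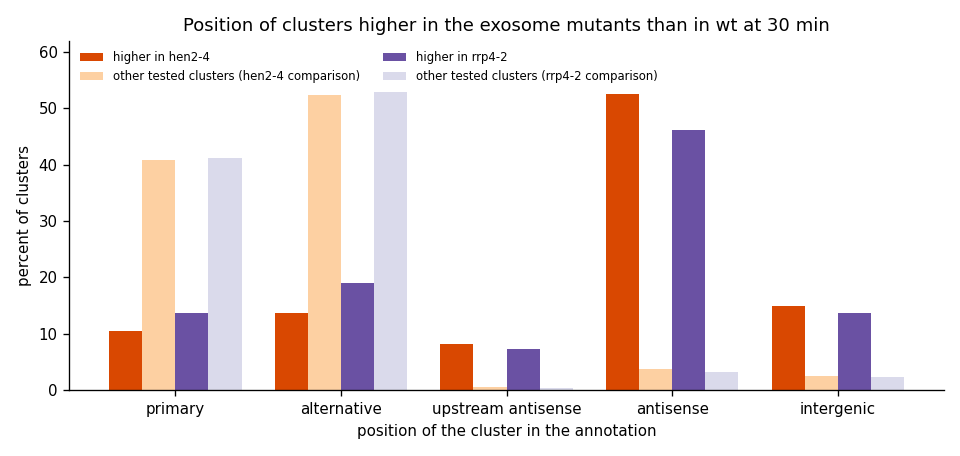
Percent of TCs (y axis, from 0) in each position class (x axis) among TCs higher in hen2-4 or rrp4-2 than in wt at 30 min and among the other tested TCs (bars by colour). Antisense TCs make up 52.5% and 46.2% of the higher TCs and 3.75% and 3.22% of the others.

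The use of alternative starts was tested in genes with more than 1 TC. diffSplice called a change of use from 10 to 30 min in 194 of 1668 genes in wt and in 169 in hen2-4. Of the wt genes, 112 (57.7%) were also called in hen2-4, and 97.3% of the 370 called TCs in wt had the same sign in hen2-4. Across all 3584 tested TCs the usage differences of the genotypes correlated with r of 0.745. The other test, diffSpliceDGE, called 108 genes in wt and 72 in hen2-4. The wt count was 127 without wt replicate 2 and 127 without wt replicate 3 at 10 min. The hen2-4 count was 107 without replicate 1 and 104 without replicate 2 at 10 min, and 112 without replicate 3 at 30 min. The smallest p in both genotypes was that of AT1G67850 (chromosome 1), whose upstream TC in the 5′ UTR (25437806 to 25438174) went from 30.4 ± 6.29% to 75.7 ± 2.75% of the gene's tags in wt and from 21.2 ± 2.51% to 64.5 ± 2.83% in hen2-4 (n = 3 each). Next in wt were AT1G10040 and GH3.9 (AT2G47750), and in hen2-4 OFP15 (AT2G36050) and GH3.9. An intronic TC of GH3.9 (chromosome 2, 19560863 to 19560889) went from 5.82 ± 0.395% to 75.5 ± 2.72% in wt.

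Of the 9 genes named for alternative starts, 8 had more than 1 TC under the 10% rule and MEKK1 (AT4G08500) had 1, which rose by log2 1.13 in wt (adjusted p 0.000226). In CDF1 (AT5G62430, chromosome 5) the share of an intronic TC (25070129 to 25070207, 943 bp from the annotated 5′ end) rose from 21.8 ± 3.32% to 64.1 ± 2.94% in wt (usage log2 2.74, limma adjusted p 1.0e-05) and from 25.7 ± 4.70% to 66.5 ± 5.87% in hen2-4. In HSFA7A (AT3G51910, chromosome 3) the TC at the annotated 5′ end (19265127 to 19265154) rose from 7.54 ± 4.41% to 71.6 ± 13.8% in wt (usage log2 5.14, adjusted p 9.6e-06). In HSP70b (AT1G16030, chromosome 1) a TC in the 5′ UTR (5504378 to 5504410, 141 bp from the end) rose from 4.97 ± 2.77% to 65.5 ± 15.9% (usage log2 5.40, adjusted p 0.000470). In BAG6 (AT2G46240, chromosome 2) a TC in the 5′ UTR (18986218 to 18986265, 108 bp from the end) rose from 9.33 ± 3.95% to 79.5 ± 11.9% (usage log2 5.47, adjusted p 3.1e-06). In AFP1 (AT1G69260) a TC in the coding sequence fell from 28.4 ± 6.32% to 8.51 ± 3.00% in wt (adjusted p 0.0479), and in SUVR5 (AT2G23740) one fell from 14.0 ± 3.52% to 4.08 ± 2.16% (adjusted p 0.0255). In hen2-4 these falls of the share were not past the threshold (adjusted p 0.164 and 0.132), and the difference between genotypes was not tested for usage. The levels of the same TCs were called lower in both genotypes by edgeR. For AFP1 the log2 change was −2.65 in wt (adjusted p 0.000386) and −2.05 in hen2-4 (adjusted p 0.00221). For SUVR5 it was −2.55 in wt (adjusted p 0.0052) and −2.81 in hen2-4 (adjusted p 0.00489). The SUVR5 TC stood at 0.149 ± 0.0255 CPM in hen2-4 at 30 min, near the floor of 3 tags. The shares of PUS5 (adjusted p 0.492) and GATA8 (adjusted p 0.123) were not called in wt. For PUS5 the study compared treated with untreated seedlings, and a change before 10 min cannot be seen here. The level of the GATA8 TC 811 bp from the annotated 5′ end (chromosome 3, 20296842 to 20297041) did rise, from 7.88 ± 1.58 to 23.2 ± 3.75 CPM (log2 1.56, SE 0.195, adjusted p 2.9e-05).

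**Figure D4:**
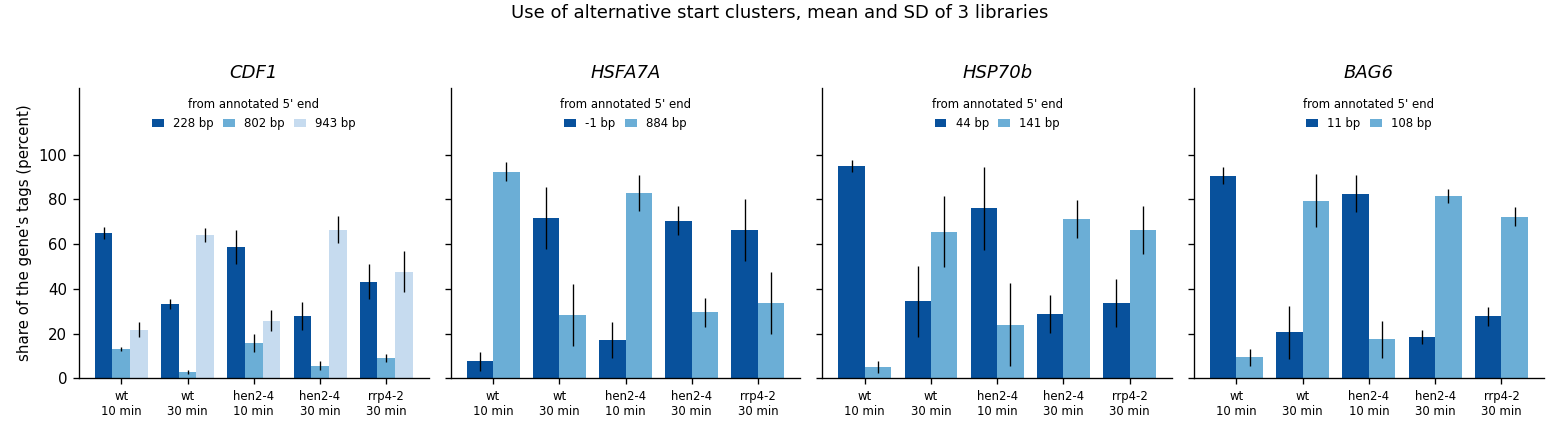
Share of the gene's tags in each start TC (y axis, percent, mean and SD of n = 3 libraries) in the 5 groups (x axis) for CDF1, HSFA7A, HSP70b and BAG6; colours give the distance of the TC from the annotated 5′ end in bp. The share of the TC at the annotated end of HSFA7A goes from 7.54% at 10 min to 71.6% at 30 min in wt.

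Genes in which 1 TC was called higher and another lower from 10 to 30 min numbered 7 in wt (AT1G07660, UGT85A1, HSFA7A, AT3G53810, HSFA3, PRR5 and CDF1) and 6 in hen2-4, with 2 in both. Those not named by the rule are named here after their values were seen. The count was 16 without the fold change limit and 4 with limma voom. It was 4 without wt replicate 3 at 30 min and 3 without wt replicate 3 at 10 min.

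Among TCs in genes under the 10% rule, 57.3% of those changed in wt from 10 to 30 min were alternative, against 50.5% of the others (odds ratio 1.31, Fisher's exact p 3.1e-10). The share depended on the window. It was 78.4% against 76.9% at 50 bp (Fisher's exact p 0.101) and 30.2% against 21.5% at 200 bp. When a TC that is not the gene's largest was counted as alternative, a definition chosen after seeing the data, the shares were 13.5% and 8.26%. In genes with more than 1 TC, the share of the largest TC rose with the gene's total: the Spearman rho across genes was 0.740 ± 0.0181 (SD, n = 15 libraries), and group means ran from 0.728 to 0.759. The value depended most on the 10% rule, under which it was 0.283. The authors' removal of TCs with low values also favours a positive rho, since it takes out TCs of small share in genes of low level. The rho therefore cannot separate the use of starts from this filter.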

Values the study reported

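The study reported that in 91% of genes only 1 TC passed its rule of a minimal contribution to the gene. It gave around 100 TCs as differing between wt and rrp4-2 at 30 min. More than 15% of intragenic changed TCs were reported not to overlap a primary start, and 21 genes were reported with a switch of start.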

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

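The tests of explanations for the TC upstream of SNC1, the difference between genotypes for both lists with its tests, and the splits of libraries were chosen only after the results were seen. The edgeR test of the difference between time responses and its alternatives were planned. The TC on chromosome 4 (9506078 to 9506268, plus strand) lies on the opposite strand, 201 bp upstream of SNC1. From 10 to 30 min it fell from 1.11 ± 0.173 to 0.218 ± 0.0551 CPM in wt and rose from 3.87 ± 0.718 to 7.98 ± 0.0990 CPM in hen2-4 (n = 3 each). It stood at 11.7 ± 0.864 CPM in rrp4-2 at 30 min. The difference of the log2 changes was 3.35 (SE 0.354, edgeR adjusted p 0.00179). Scaling is excluded as the cause, since with library sizes alone the difference was 3.34 (adjusted p 0.00151). A single library is excluded, since the largest adjusted p over the 12 fits without 1 library was 0.0164, with differences of 3.21 to 3.55. Counting noise is excluded: the groups held 69, 12, 231 and 476 tags, which give a log2 error of 0.466. Tags from the wrong strand are excluded, since SNC1 itself had a difference of −0.27 (SE 0.259, adjusted p 0.937). Tags shared with other sites are excluded, since 0% of its 191 windows of 25 bp occur elsewhere in the genome.

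With limma voom the adjusted p of this TC was 0.0580, which misses the threshold. Of 40 splits of the same libraries, 1 gave as many called TCs, the real one. The splits exchanged genotype labels within each time, and this TC differed between genotypes at both times. Mixed groups raise its spread, so these splits cannot exclude chance for the difference of the time changes. As a hypothesis only, start activity upstream of SNC1 could rise with flg22 and its transcript could be removed by the exosome in wt. By itself this does not account for the fall in wt from 1.11 to 0.218 CPM, since steady removal would not lower a rising transcript. The difference of 3.34 with library sizes alone does not test the hypothesis, and a time course of nascent RNA in both genotypes could.

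The sustained list rose less in hen2-4 than in wt, by −0.37 on the log2 scale (exact permutation p 0.025 over 400 arrangements, 0.05 adjusted over the 2 lists). All 6 genes had a difference below 0 (−0.73 to −0.18), and the smallest adjusted p of a single gene was 0.868 (edgeR). Choice of the list on wt libraries is a sufficient explanation: of 10000 random lists matched on wt change and level, 26.6% had a mean difference at or below that of the list (−0.42, against a mean of −0.31 for random lists). Whether scaling is the cause remains open, since the difference was −0.35 with an exact p of 0.075 with library sizes alone. By the median over the genes in place of the mean it was −0.31 (exact p 0.26). Whether 1 library is the cause also remains open, since without wt replicate 1 at 30 min the difference was −0.24 (exact p 0.055), and without hen2-4 replicate 1 or 2 at 30 min it was −0.32 (exact p 0.075) and −0.37 (exact p 0.055). For the transient list the difference was 0.36 (exact p 0.125), 0.28 by the median (exact p 0.525), and 0.53 without wt replicate 3 at 30 min (exact p 0.03).

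The number of calls was compared with the number under every other split of the same 6 libraries. For the gene changes in wt and in hen2-4, 1 of 10 splits gave as many calls, the real one, and every other split gave 0. The same held, with 1 of 10 splits, for the TC changes in wt, for hen2-4 against wt at 10 and at 30 min, for rrp4-2 against hen2-4, for the switches and for differential use in wt and in hen2-4. For rrp4-2 against wt 1 of 10 splits gave as many calls, and the largest other count was 18. With 3 against 3 libraries the share cannot fall below 1 of 10, so chance remains open by this test alone. For the gene difference between genotypes, 40 of 40 splits gave as many calls, since 0 were called.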

How the results depend on the processing

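The gene count in wt became 3766 without a fold change limit, and that in hen2-4 became 4121 without the limit and 1342 with glmTreat. For the difference between genotypes, DESeq2 called 12 genes in place of 0, and 1 was called without hen2-4 replicate 1 at 10 min or wt replicate 3 at 30 min. Of TCs, the wt count became 2204 on log2(TPM + 1). The count of 1 TC for the difference between genotypes became 20 with DESeq2, 0 with limma voom, 2 with a block, 7 on log2(TPM + 1), 1 to 6 without 1 library, and 0, 0 and 9 without replicate number 1, 2 and 3 of every group.

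For hen2-4 against wt at 30 min a fit of only the compared groups gave 893 TCs and log2(TPM + 1) gave 665. For rrp4-2 against wt these gave 1297 and 1147. For rrp4-2 against hen2-4, DESeq2 gave 263, limma voom 105, only the compared groups 313, glmTreat 16 and the fits without 1 library of these groups 16 to 50. Without 1 library of the other groups it was 59 to 85, and 240 without wt replicate 3 at 30 min. The correlation of the mutants became 0.831 with limma voom, 0.721 on log2(TPM + 1), 0.799 on log2(TPM + 0.1), 0.693 with no shared library and 0.823 to 0.842 without 1 replicate number. That of the time responses ran from 0.694 to 0.813 without 1 replicate number and became 0.864 on log2(TPM + 1).

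For the transient list in rrp4-2, limma fry gave 0.60. Differential use fell to 108 genes in wt and 72 in hen2-4 with diffSpliceDGE, ran from 127 to 169 and from 104 to 149 without 1 library of the compared groups, and in hen2-4 rose to 287 without the 10% rule. Without 1 library of the other groups it ran from 178 to 194 in wt and from 157 to 198 in hen2-4. Switches became 4 with limma voom, 16 without a fold change limit and 3 to 8 without 1 library of the compared groups. The share of alternative TCs was 78.4% at 50 bp. The correlation of the largest share with gene level became 0.668 after thinning, 0.283 under the 10% rule and 0.763 in genes with 2 TCs.

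Of the alternatives for single genes and TCs, 822 left the call as it was, 31 lost it, 1 gained it and 0 reversed it; 14 of the losses came from leaving out 1 library.

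Replicate numbers were also used as a block, although no pairing by number is given. Deviations of libraries with the same number had a mean r of 0.0143 over 30 pairs, against −0.0067 over 60 pairs with different numbers. Between wt at 30 min and hen2-4 at 10 min, however, all 3 pairs with the same number were positive (0.165, 0.372 and 0.440). Those between hen2-4 at 10 min and rrp4-2 were also positive (0.196, 0.192 and 0.0803). Between wt at 10 min and wt at 30 min all 3 were negative (−0.24, −0.31 and −0.06), which is not the sign that a shared batch gives. A shared batch for some groups remains open. With the block, 2127 genes were called in wt, 2132 in hen2-4, 3322 TCs in wt, 1345 and 1278 for hen2-4 against wt at 10 and 30 min, 1967 for rrp4-2 against wt and 80 for rrp4-2 against hen2-4. Within replicate numbers, exact sign flips gave a p of 0.0313 for both lists, the smallest of 64 arrangements.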

Other observations

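The tests of replicate 3 of wt at 30 min, of replicate 3 of hen2-4 at 10 min and of the mutant counts, and the share by the largest TC of a gene, were chosen only after the results were seen, and the tests of upstream antisense TCs and the other shares before. Wt replicate 3 at 30 min stood apart, with an SD of its log2 deviations from the other replicates of 0.755, against 0.366 to 0.578 in the other 14 libraries. It is not a library of an exosome mutant: the 1037 TCs higher in both mutants had a median deviation of −0.15, against a median rise of 2.62 in the mutants. Its total of 22.3 M tags excludes low depth, and a share of 8.87% in the 20 most abundant genes excludes a few dominant genes. Its deviation correlated with the hen2-4 time change (r 0.315, other libraries −0.248 to 0.220), which excludes an earlier stage alone. Its transient list score lay 0.53 above the other replicates, which excludes a later stage alone. Its sustained list score lay −0.26 from the others, and both list scores lie in the direction of an earlier stage, against the sign of the correlation. Over 17 heat shock genes its median deviation was 0.62 (15 higher), the highest of the 15 libraries. HSP17.6II, the largest rise in wt, stood at 1117 CPM in it, against 323.3 and 461.5 in the other replicates. The cause remains open.

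In hen2-4 replicate 3 at 10 min, HSP17.6II stood at 16.8 CPM against 1.17 and 3.94 in the other replicates, and HSP17.6A at 33.7 CPM against 2.34 and 6.64. Over 17 heat shock genes its median deviation was 0.28 (13 higher), within the range of the other 14 libraries (−0.62 to 0.62), so the library does not stand apart over this list. With these genes left out, its deviation correlated with the wt time change with r of 0.212, the sign of a later stage. Its transient list score lay 0.16 above and its sustained list score −0.18 from the other replicates, the direction of an earlier stage, so the cause remains open. The list of heat shock genes was made from gene symbols after these values were seen. Low depth is excluded by a total of 19.0 M tags.

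In hen2-4 the time changes of 205 upstream antisense TCs correlated with those of their genes with r of 0.473 (bootstrap interval 0.363 to 0.580, permutation p 1e-05, the smallest that 100000 permutations allow). For 1207 antisense TCs inside gene bodies r was 0.275 (0.218 to 0.329). These intervals do not overlap, so over all TCs in hen2-4 the upstream antisense TCs followed their genes more closely. Among TCs of at least 1 CPM the values were 0.537 (0.389 to 0.661) and 0.345 (0.270 to 0.416), whose intervals overlap. In wt r was 0.268 and 0.257, without such a gap. Tags from the wrong strand therefore remain possible. Genes are not independent replicates, so these p describe the tables only.

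Between rrp4-2 and wt at 30 min, 2074 TCs were called here. The study reported far fewer, but its model also held an interaction term and untreated libraries not used here, so the counts need not be of the same quantity.

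Of the changed TCs in genes, 57.3% were alternative here by a midpoint over 100 bp from the annotated 5′ end. The share depended on the definition: it was 30.2% at 200 bp, 44.4% by the distance to any annotated start and 13.5% where alternative meant not the largest TC of the gene. The study reported a share lower than all of those by distance. Only the share by the largest TC was not above that of the study, so the comparison depends on the definition too. The study placed TCs by their peak against TAIR10, while midpoints and the TAIR10.1 annotation were used here. Annotated 5′ ends may differ between them, and the part this plays was not tested. Here 48.6% of TCs under the 10% rule lay within 100 bp of the most upstream 5′ end. The study also compared further time points that were not used here.

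Switches were found in 7 genes here. The study reported more, over further time points that were not used here.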
